# Transcriptomic changes underlying glucocorticoid-induced suppression of milk production by dairy cows

**DOI:** 10.3389/fgene.2022.1072853

**Published:** 2022-12-06

**Authors:** Anna Sadovnikova, Sergio C. Garcia, Josephine F. Trott, Alice T. Mathews, Monica T. Britton, Blythe P. Durbin-Johnson, Russell C. Hovey

**Keywords:** dexamethasone, lactose, alpha-lactalbumin, lactation, inflammation

## Abstract

Milk production by dairy cows is sensitive to increased levels of stress hormones such as glucocorticoids (GC) that also regulate the transcription of several genes required for milk synthesis. Whereas previous studies identified that an exogenous GC such as dexamethasone (DEX) transiently suppresses milk yield in several species without any pronounced effect on milk protein or fat percentage, the mechanism underlying this effect has not been established. In this study we sought to establish changes within the mammary glands of non-pregnant dairy cows in their second lactation (*n* = 3–4; 648–838 kg) following a single dose of exogenous DEX. Changes in the udder were monitored by serial biopsy of alternating quarters, concurrent with quarter-level monitoring of milk yield and composition. Dexamethasone increased serum glucose levels from 12–36 h (*p* <0 .05), reduced milk yield from 12–48 h (*p* <0 .05), increased % milk protein content at 24 h post-DEX, and transiently decreased both milk lactose and α-lactalbumin content, while not altering the level of milk fat. After 72 h, all aspects of milk production had returned to pre-treatment levels. Transcriptomic changes in the mammary glands in response to DEX were identified by RNA sequencing followed by differential gene expression analysis. Coincident with the milk yield and composition changes was the differential expression of 519 and 320 genes at 12 and 24 h after DEX (adjusted *p* <0 .05), respectively, with the return of all gene expression to baseline levels by 72 h. Among the transcriptomic changes in response to DEX, there was notable downregulation of elements in the lactose synthesis pathway, specifically *AQP3, GALE* and *LALBA* (α-lactalbumin) at 12 h, and sustained downregulation of *LALBA* at 24 h. One gene in the pathway, *UGP2*, was upregulated at 12–24 h post-DEX. This work supports the hypothesis that there is a direct relationship between the response to DEX and the concurrent suppression of milk yield due to the reduced synthesis of α-lactalbumin and lactose by the mammary epithelium. The ability of glucocorticoids to modulate the homeorrhetic requirements for glucose during stressful states concurrent with immune activation bears significance for dairy animals as well as a broad range of lactating mammals.

## Introduction

Stress can suppress milk production by dairy animals (Romero et al., 2015; Hong et al., 2019) in association with a range of negative outcomes, including depressed feed intake and increased susceptibility to mastitis and metritis (Menta et al., 2022). The overarching stress response is mediated, in large part, by the endocrine environment including reduced responsiveness to oxytocin (Bruckmaier and Wellnitz, 2008), immunosuppression (Waller, 2000), glucose sparing, and gluconeogenesis (Sapolsky et al., 2000). Many of these changes are coordinated by increased circulating glucocorticoids (GC) that are elevated in response to stressors, including change of environment, heat stress, transport and disease (Johnson and Vanjonack, 1976).

During lactation the extreme demand for glucose by the mammary glands is part of a homeorhetic/homeostatic balance, that is, coordinated through mechanisms including elevated GC. While GC are essential for the transcription of milk protein genes by mammary epithelial cells (Casey and Plaut, 2007), the extent to which the lactating mammary glands respond to elevated GC remains unclear. Several studies have demonstrated that an acute, high dose of exogenous GC, including a synthetic GC such as dexamethasone (DEX), leads to the abrupt and transient suppression of milk production (Hartmann and Kronfeld, 1973; Shamay et al., 2000b; Babwah et al., 2013), which is more pronounced in cows than goats (Shamay et al., 2000a). Coincident with this DEX-induced suppression of milk yield was a reduction in the extraction of glucose from the circulation by the mammary glands, as determined from arterio-venous difference (Hartmann and Kronfeld, 1973). Further to these findings, Shamay et al. (2000b) identified that the reduction in milk production following DEX was associated with a specific reduction in the proportion of lactose in milk, whereas the level of protein and fat in milk was unchanged. While GC have also been implicated in the regulation of tight junction integrity (Stelwagen et al., 1998), exogenous DEX did not affect the ratio of Na/K in the milk (Shamay et al., 2000b), suggesting that the effect of DEX was not due to altered integrity of these intercellular junctions.

The pronounced and transient effects of a GC such as DEX on the synthesis and composition of milk raise questions about the mechanism(s) underlying this response, including whether it occurs through a systemic mode of action, or through local effects on the mammary glands. To this end, we sought to establish the temporal transcriptomic response within the udder of high-producing dairy cows following an acute exposure to DEX. Our data establish that a primary target of acute DEX exposure is the lactose synthesis pathway, including through the marked down-regulation of α-lactalbumin (LALBA) gene transcription.

## Materials and methods

### Animals and study design

All animal experimentation was approved by the UC Davis Institutional Animal Care and Use Committee. Four non-pregnant Holstein cows were enroled in the study (average 738.2 kg, range 648–838 kg) in their second lactation (average 55 DIM, range 40–64 DIM). None had a prior history of clinical mastitis. Cows were housed in separate pens and were bedded on rice hulls with *ad libitum* access to water and feed. Cows were fitted with rumination collars (SCR Engineers Limited, Israel).

The study period included an 8 days acclimation prior to the single administration of DEX on day 9. Four days prior to DEX, each cow was fitted with an indwelling jugular catheter that was flushed daily with saline and locked with heparinized saline (250 IU per ml). On day 9, each cow was administered a single injection of DEX (40 mg, IM, VetOne, Boise, Idaho) between 19:00 and 21:30, immediately after the first biopsy and the subsequent milking. Blood was collected into vacutainers containing potassium oxalate and sodium fluoride every 12 h out to 5 days post-DEX and was processed by centrifugation at x 2,000 g for 10 min to yield serum that was stored at -80°C.

### Feed intake, composition, and rumination

The lactating cow ration consisted of (w/w, as fed) rolled corn (40.4%), alfalfa hay (32.3%), chopped wheat hay (9.3%), cottonseed (7.7%), almond hulls (7.7%), mineral mix (1.2%), EnerGII supplement (Virtus, 1%), Strata (Virtus, 0.3%), and salt (0.2%). Each cow was offered 40 kg (as fed) of total mixed ration daily, which was delivered as 10 kg portions at 06:00, 12:00, 18:00 and 0:00. Refusals were collected and weighed daily at 18:00 for 5 days prior to, and 4 days following, administration of DEX. Proximate analysis of the ration was performed by a commercial laboratory (DairyOne, Ithaca, NY; Supplementary Table S1).

### Milk collection procedure and milk yield and composition analysis

Cows were milked twice daily, at 12 h intervals (06:00–08:00 and 18:00–20:00) using a portable milking machine that allowed for separate collection of milk from each quarter (QTR). The left rear QTR was designated as QTR1, the left front was QTR2, the left right was QTR3, and the right rear was QTR4. During the experimental period, fore- and hindmilk were collected, weighed, and sampled separately prior to, and following, administration of oxytocin (30U, IV, VetOne, Boise, Idaho), respectively. The fore- and hindmilk from each QTR was then combined and sampled in duplicate. When specified, hindmilk samples were from QTR4. When a biopsy was performed, milking and sampling of all QTR was performed immediately thereafter. After biopsy, some samples contained contaminating blood and were not analyzed for composition, namely QTR1 (0 h post DEX), QTR2 (12 h post DEX), QTR3 (24 h post DEX), and QTR4 (72 h post DEX). Duplicate milk samples were chilled on ice and supplemented with bronopol preservative (Microtabs II, Nelson- Jameson) then stored at 4°C or –20°C. Refrigerated samples were analyzed for lactose, fat, casein, total protein, solids, and somatic cell count (SCC) by a commercial laboratory (DairyOne, Ithaca, NY). Minerals (Na, K, Mg, Ca, Cl, and P) were analyzed in frozen milk samples (DairyOne, Ithaca, NY).

### Milk α-lactalbumin

The content of LALBA in milk sampled at –24, –12, 0, 12, 24, 36, 48, 60, 73, and 84 h relative to DEX was determined using a bovine LALBA ELISA (Bethyl Laboratories, Montgomery, TX United States) per the manufacturer’s instructions. Concentrations were established from a standard curve generated with the provided bovine LALBA, where the resultant absorbance was measured at 280 nm using a Synergy HT microplate spectrophotometer (BioTek, Winooski, VT). All samples were assayed in triplicate.

### Serum glucose

Glucose levels were quantified using a glucose colorimetric assay kit (Cayman Chemical, Ann Arbor, MI) according to the manufacturer’s instructions. The standard curve was prepared with the provided glucose that was serially-diluted. Absorbance was measured at 520 nm using a Synergy HT microplate spectrophotometer (BioTek, Winooski, VT), where all samples were assayed in triplicate.

### Mammary biopsy

One or two cores of tissue were collected using a needle biopsy tool (16 ga. Magnum, Bard, Covington, GA) that was inserted through a small incision in the skin following local anesthesia (0.125% bupivacaine, SC). Sequential biopsy across the experimental period was performed on alternating udder QTR at either time 0 (QTR1), 12 h (QTR2), 24 h (QTR3), or 72 h (QTR4) post-DEX to capture the anticipated full range of the milk yield response (Shamay et al., 2000b). Tissue cores were flash frozen in liquid nitrogen and stored at –80°C. Cows received prophylactic ampicillin (Polyflex, Boehringer Ingelheim, IM) for 3 days spanning the biopsy period.

### RNA isolation, cDNA library preparation and sequencing

Total RNA was isolated from biopsy cores (∼10–50 mg tissue) from 4 cows at 0, 12, and 24 h, and from 3 cows at 72 h, using TRIzol (Invitrogen, ThermoFisher, Waltham, MA) according to the manufacturer’s instructions. The integrity of the total RNA and its yield were confirmed by formaldehyde gel electrophoresis with staining (SybrSafe, Invitrogen) and UV visualization, and spectrophotometry (Nanodrop, ThermoScientific), respectively. Total RNA (5 μg) was treated with DNaseI (Zymo Research, Irvine, CA) and analyzed for quality (Experion RNA StdSens, BioRad, Hercules, CA), where all samples had an RNA integrity value greater than 8.3.

Gene expression profiling was performed using 3′Tag-RNA-Seq. Barcoded sequencing libraries were prepared using the QuantSeq FWD kit (Lexogen, Vienna, Austria) for multiplexed sequencing according to the manufacturer’s recommendations, using 700 ng input RNA and 13 cycles of PCR for final library amplification. Fragment size distribution of the libraries was verified *via* microcapillary gel electrophoresis on a Bioanalyzer 2100 (Agilent, Santa Clara, CA). The library masses were quantified on a Qubit fluorometer (LifeTechnologies, Carlsbad, CA), and pooled in equimolar ratios. The final pool was treated with Exonuclease VII followed by bead clean-up to remove free primer. The pool was quantified by qPCR with a Kapa Library Quant kit (Kapa Biosystems, loaction). Fifteen libraries were sequenced per lane on a HiSeq 4000 sequencer (Illumina, San Diego, CA) with single-end 90 bp reads generating an average of 6 million reads per sample.

### Bioinformatic analyses

Raw reads were processed with HTStream (https://ibest.github.io/HTStream/) to remove adapter and low-quality sequences. On average, 0.2% of reads were removed. The trimmed reads were aligned to the *Bos taurus* UMD3.1 genome with Ensembl gene annotation release 93 using the aligner STAR v. 2.6.0c (Dobin et al., 2013) to generate raw counts per gene. On average, over 97% of the reads aligned to the *B. taurus* genome, and 76% of the trimmed reads uniquely aligned to a *B. taurus* gene. The RNA-seq data was submitted to GEO under the accession number GSE217369.

Prior to analysis, genes having an expression level across all samples of less than 4 counts per million reads were filtered out, leaving 10,241 genes. Differential expression analysis was conducted using the limma-voom Bioconductor pipeline (limma version 3.38.3, edgeR version 3.24.3, R version 3.5.1). The model used within limma was a single-factor ANOVA model for comparisons between timepoints, and a linear regression model for correlations between continuous milk characteristics and gene expression. In all limma analyses, standard errors and estimates of log fold changes were adjusted for within-cow correlations. Gene ontology (GO) enrichment analyses were conducted by Kolmogorov-Smirnov testing as implemented in the Bioconductor package topGO (version 2.32.0.). Gene enrichment analyses were also conducted with ShinyGO 0.76.3 (http://bioinformatics.sdstate.edu/go/), using a background list containing 9,745 of our 10,241 expressed genes that were annotated with a gene symbol. Linear mixed effects models were used to evaluate the correlation between module eigengenes and the phenotype variables of total milk yield, total lactose %, total casein %, total protein %, total solids %, or total fat %.

Genes that were differentially-expressed at 12 and 24 h relative to time 0 (adjusted *p* <0 .05) were filtered by up- or down-log-fold change, then uploaded to the Database for Annotation, Visualization and Integrated Discovery (DAVID v6.8) using the *B. taurus* background list (Huang et al., 2009b; a). After selecting GOTERM_MF_DIRECT, the functional annotation chart was used where a threshold of two genes, an EASE score of 1, fold-enrichment, and false discovery rate (FDR) were selected. Enrichment terms with FDR>0.05 were removed. Genes that were differentially-expressed at 12 and 24 h post-DEX were also aligned with gene lists that were generated for the lactose synthesis pathway, or for the GO terms “tight junctions”, “inflammation”, “response to corticosteroids”, and “regulation of blood vessel diameter” (Ashburner et al., 2000; Lemay et al., 2013; Sadovnikova et al., 2021a; Gene Ontology Consortium, 2021). Upstream regulators of genes that were differentially-expressed at 12 and/or 24 h (adjusted *p* <0 .05) were predicted using Enrichr (https://maayanlab.cloud/Enrichr/) and its Drug Signatures Database.

### Statistical analyses

All data were analyzed as a mixed-effects model with repeated measures using Prism 9 (GraphPad Software, San Diego, CA). Data were checked for normality and homogeneity of variance and transformed where necessary. Cow was the experimental unit, with time (post-DEX) and milk type (fore-vs. hindmilk) being fixed effects. A post-hoc Tukey test was performed for all data except the RNA-seq data where a post-hoc Dunnet test was performed. Significance was declared at *p* <0.05.

## Results

### Effect of DEX on rumination, feed intake, and plasma glucose levels

Rumination frequency was captured for cows from 42 h before, to 100 h after, DEX. One cow ceased ruminating by 24 h post-DEX, developed hematochezia starting at 36 h post-DEX, and was removed from the study at that time. All data for that cow are presented in Supplemental Data given that many physiological parameters up to 24 h post-DEX were notably similar to the responses recorded for other cows. The rate of rumination for the three remaining cows varied slightly over the experimental period following DEX (Figure 1A), where there was a small transient reduction in dry matter-adjusted feed intake (Figure 1B) during the 24 h after DEX that then returned to baseline. Plasma glucose levels (Figure 1C) were increased more than 2-fold by 12 h post-DEX (*p* <0 .0001), reaching a peak of 167 mg/dl at 24 h, before they returned to euglycemic values by 48 h after DEX.

**FIGURE 1:**
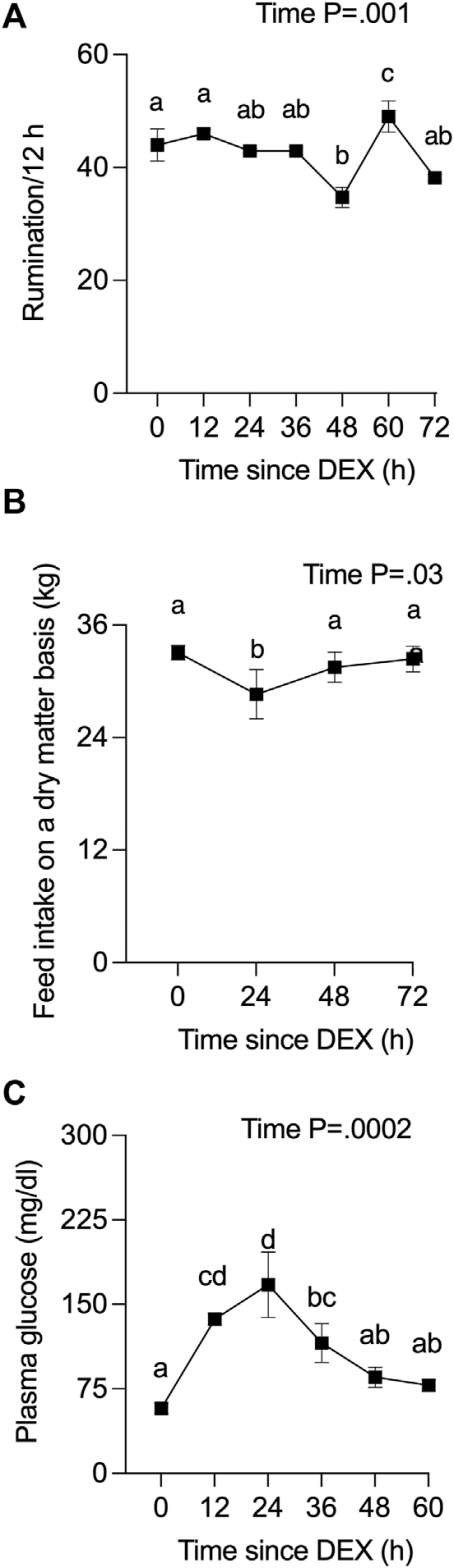
Effect of a single administration of dexamethasone (DEX) on **(A)** rumination, **(B)** daily feed intake, and **(C)** plasma glucose. Time zero represents the average of 12 data points from −24 to 0 h (h) for rumination, the average of −24 and 0 h for feed intake, and the average of −24, −12, and 0 h for plasma glucose. Data are means ± SEM (*n* = 3 cows). a, b, c, d Means with different superscripts are different (*p* <0 .05). The *p*-value for the main effect of time is indicated on each panel when *p* <0.05.

### Effect of DEX on milk yield and composition

The average milk yield per 12 h interval decreased over time (*p* <0 .0001) from 27.3 kg (pre-DEX) to 15.3 kg at 24 h post-DEX, remained low (19.0 kg) at 36 h post-DEX, then returned to baseline values by 60 h post-DEX (Figure 2A). There was a parallel, transient decline in the calculated energy-corrected milk yield (Sjaunja et al., 1991), from 31.3 to 22.6 kg per 12 h interval by 24 h post-DEX (*p* < 0.01). For the one cow that was removed from the study, no foremilk could be collected by machine milking at 24 h post-DEX and required oxytocin for ejection, such that the yield and composition data reported for that cow at 24 h reflect the entire volume collected as hindmilk following oxytocin (Supplemental Data Sheet S1, Figure 2).

**FIGURE 2:**
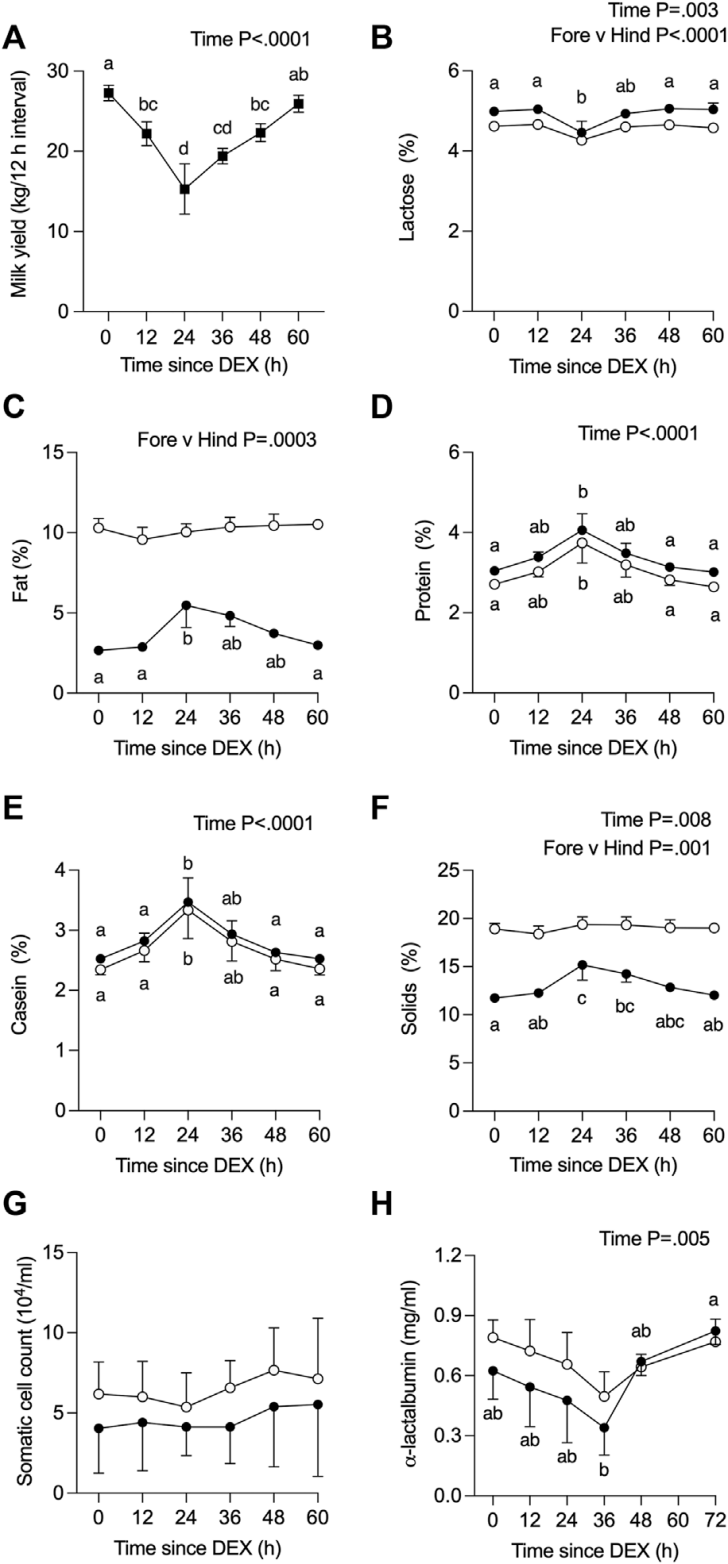
Effect of dexamethasone (DEX) on **(A)** total milk yield, or on components (%) in foremilk (black circles) and hindmilk (open circles) for **(B)** lactose, **(C)** fat, **(D)** protein, **(E)** casein, and **(F)** total solids, as well as **(G)** somatic cell count, and **(H)** α-lactalbumin (LALBA) concentration. Data are means ± SEM (*n* = 3 cows). Time zero represents an average of −36, −24, −12, and 0 h (h) relative to DEX for all components except for LALBA, where the baseline value is the average of −24, −12, and 0 h a, b, c, d Means with different superscripts are different (*p* <0.05). The *p*-value for a main effect of time or milk type is indicated on each panel when *p* <0.05.

The composition of all fore- and hindmilk samples collected from QTR4, from time 0 to 60/72 h post-DEX, is depicted in Figure 2 for the *n* = 3 cows that completed the study. Values for the additional cow excluded from the analysis are presented as Supplemental data (Supplemental Data Sheet S1, Figure 2). The concentration of lactose in milk changed over time (*p* = 0.003), was higher in fore-*versus* hind milk (*p* <0 .0001), and in foremilk was lower at 24 h after DEX compared to 0 h (*p* <0 .05) before returning to baseline levels (Figure 2B). There was no effect of time on the fat content of milk (*p* >0.05, Figure 2C), albeit its concentration in foremilk was increased at 24 h post-DEX compared to 0 h, before returning to baseline (*p* <0.05). As expected, there was a higher fat content in hind milk (*p* = 0.0003).

The concentration of total protein (Figure 2D) and casein (Figure 2E) in milk changed over time (*p* <0.0001) and was increased at 24 h post-DEX (*p* < 0.05), without differences between fore- and hindmilk. The concentration of LALBA in milk changed over time (*p* = 0.005), where in foremilk its concentration was lower at 36 h compared to 72 h after DEX (Figure 2H; *p* = 0.007). Total solids changed over time (*p* = 0.008) reflecting increased levels in foremilk at 24 and 36 h post-DEX (Figure 2F), whereas solids in hindmilk were unchanged. There was no change in the SCC of milk over the experimental period in either fore- or hindmilk (Figure 2G).

We also determined the level of electrolytes in QTR4 foremilk collected at 0, 12, 24, and 60 h relative to DEX (Figure 3). There was no change in the concentration of Ca or P in response to DEX (Figures 3A,B). The concentration of Cl (Figure 3C, *p* < 0.005) and Na (Figure 3E, *p* < 0.05) was decreased at 24 h in response to DEX compared to all other time points, while Mg was higher at 12 h compared to 0 h (Figure 3D, *p* < 0.05). There was a small reduction in milk K at 24 h compared to 12 h (Figure 3F, *p* < 0.05). The Na/K ratio decreased (Figure 3G) from 0.23 to a nadir of 0.20 at 12 and 24 h, then returned to baseline at 60 h (*p* < 0.05). Data for the omitted cow are presented in Supplementary Figure S3.

**FIGURE 3:**
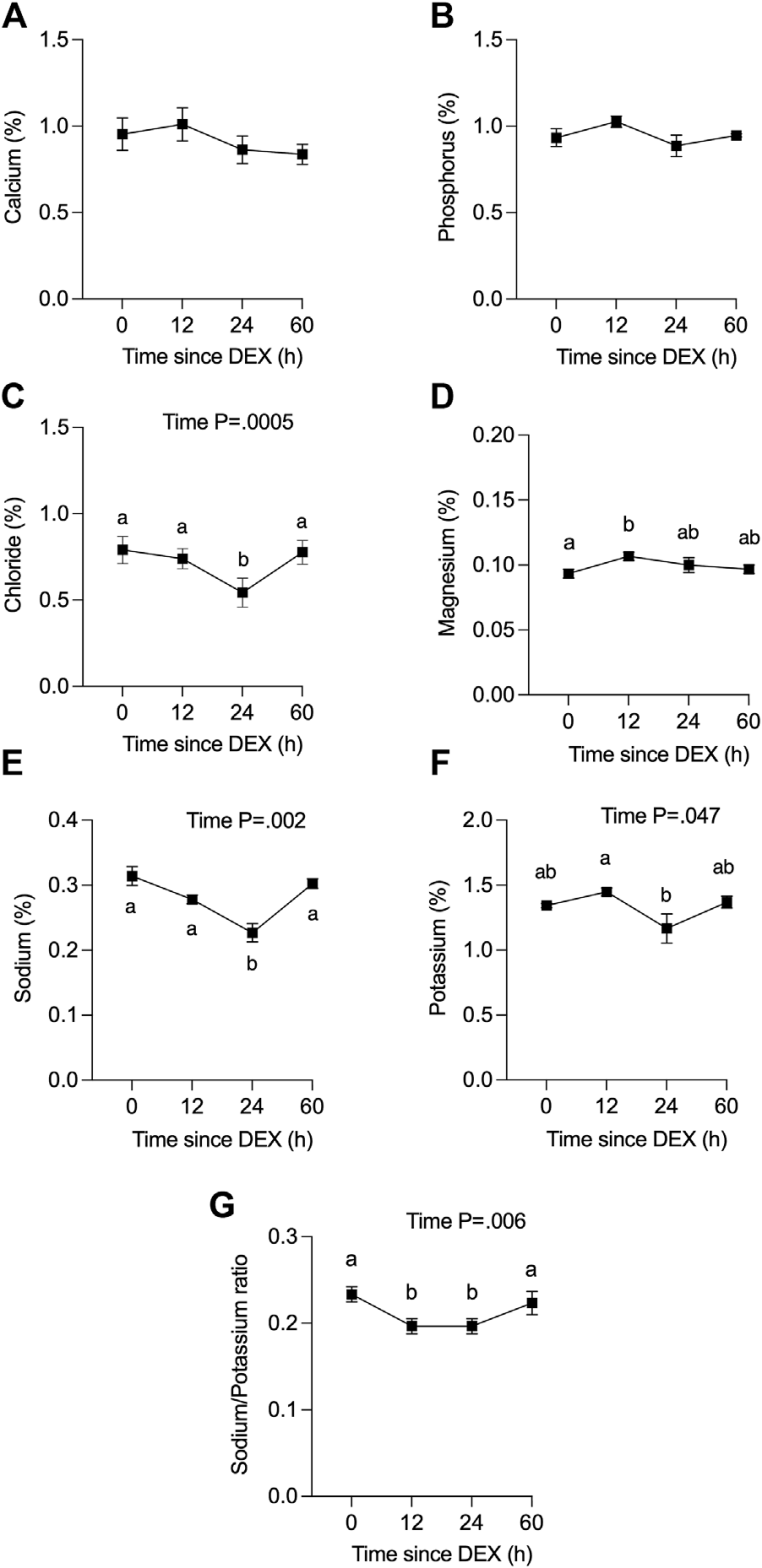
Effect of dexamethasone (DEX) on the concentration (%) of minerals in combined fore- and hindmilk. **(A)** calcium, **(B)** phosphorus, **(C)** chloride, **(D)** magnesium, **(E)** sodium, **(F)** potassium and **(G)** sodium:potassium ratio. Data are means ± SEM (n = 3 cows). Time 0 h (h) is for a single datapoint per cow (not an average of previous values). a, b Means with different superscripts are different (*p* <0.05). The *p*-value for a main effect of time is indicated on each panel when *p* <0.05.

### Effect of DEX on the mammary transcriptome

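Mammary tissue was collected by needle biopsy from 4 Holstein cows immediately before (0 h) and 12, 24 and 72 h after a single injection of 40 mg of dexamethasone (DEX), a synthetic glucocorticoid. RNA was sequenced from QuantSeq libraries, in which reads come from the end of each transcript, so that longer genes do not collect more reads. Each time point was sampled from a different gland of the udder (QTR in the paper), the same one in all cows. The time point and the gland sampled therefore change together. DEX was given in the evening, so the 12 h biopsies were also taken at another time of day than the rest. No untreated cow was sampled. Cows 2, 3 and 4 have a library at all 4 time points, which gives 12 libraries. Cow 1 has 3 libraries, at 0, 12 and 24 h, and is taken here as the cow that ceased ruminating, developed hematochezia and was removed, because it alone has no 72 h library. The authors trimmed and aligned the reads, counted them per gene and deposited normalized counts for 24616 Ensembl identifiers, of which 10712 were 0 in every library. Every value was a whole multiple of what a single read was worth in its library, so the reads behind it could be recovered, and 100% of the values in each library came out whole. Between 1804120 and 6228132 reads per library were counted on genes, and these are the reads used here, while the paper's average per sample counts all reads generated and is larger. In cows 2 to 4 the median was 3471164 reads at 0 h, 4977307 at 12 h, 4479772 at 24 h and 3740033 at 72 h, and the shallowest library was that of cow 4 at 0 h. The 2 most abundant genes took between 47.24% and 54.4% of each library. Differential expression was tested with limma on the log2 of the normalized count plus 0.5, over the 12 libraries of cows 2 to 4 and all 4 time points. The correlation between libraries of one cow was in the model, with Benjamini-Hochberg adjustment. This correlation was estimated at 0.0179, so the fit made little use of the pairing by cow. The 13525 genes with a read in those 12 libraries were tested. The file does not pair its identifiers with gene names, so genes are given by identifier.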

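In cows 2 to 4, 525 genes had an adjusted p under 0.05 in limma at 12 h after DEX compared with 0 h, and 312 genes at 24 h. Among the fits to cows 2 to 4, edgeR's quasi-likelihood test on the recovered reads moved these counts most upwards, to 907 and 630 genes. Cow as a fixed term in limma moved them to 678 and 421. Leaving out a cow at a time moved them most downwards, to between 168 and 203 genes at 12 h and between 78 and 99 at 24 h. With limma-voom on the recovered reads, the pipeline named in the paper's methods, and a filter on low values chosen after the data were seen, the counts were 530 at 12 h and 349 at 24 h, of which 458 and 275 were also among the 525 and 312. When the libraries of cow 1 were added, 732 and 524 genes passed the threshold in limma, and limma-voom under 3 filters gave between 839 and 858 genes at 12 h and between 601 and 699 at 24 h. Of the genes changed in cows 2 to 4, 94.48% moved in the same direction in cow 1 at 12 h and 92.31% at 24 h. These are shares of genes in a single cow, and genes are not independent replicates, so no interval is given.

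**Figure D1:**
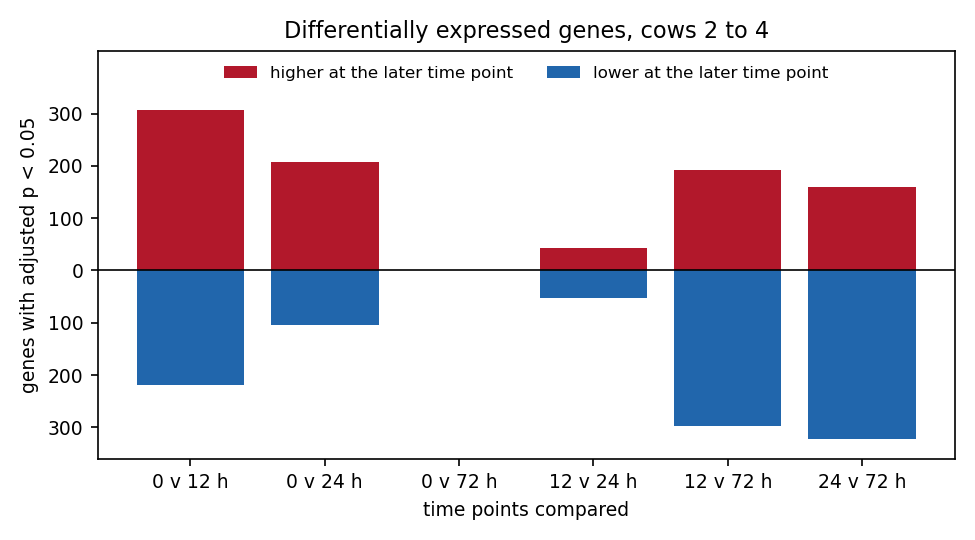
Number of genes with an adjusted p under 0.05 in limma for each pair of time points in cows 2 to 4. Bars above 0 count genes higher at the later time point and bars below 0 count genes lower at the later time point, with 307 above and 218 below for 0 v 12 h, and no bar for 0 v 72 h.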

Relative to baseline gene expression at time 0, the expression of 519 and 320 genes was altered at 12 and 24 h after DEX, respectively (Table 1). Figure 4 shows the GO biological processes and KEGG pathways enriched in the lactating mammary gland at 12 h post-DEX (FDR<0.05), while Figure 5 shows the GO biological processes and KEGG pathways enriched at 24 h post-DEX (FDR<0.05). Of note, by 72 h post-DEX, no genes differed in their expression relative to that at time 0 (Table 1), highlighting that the mammary gland transcriptome was completely restored by 72 h after DEX.

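Between 0 h and 72 h, 0 of the 13525 genes had an adjusted p under 0.05 in limma, and 931 genes had an unadjusted p under 0.05. Many of 13525 genes reach that level by chance alone, so the 931 is not a count of changed genes. In reads simulated with known changes at 72 h, the same test called 22 of 100 genes changed 2-fold and 92 of 100 changed 4-fold. Most changes of 2-fold were thus not detectable with 3 cows at this depth. The 200 changed genes were drawn from those with a mean of at least 4 normalized counts. The adjustment is stricter when fewer genes change, so the 92 of 100 does not hold for a few isolated changes. In the data, log2 changes of 3.95 and -2.09, described below, each had an adjusted p of 0.494 in limma. With cow as a fixed term in the model 3 genes passed the threshold, with edgeR 55 and with DESeq2 27, of which 18 were called by both of these tools. The other comparisons gave 95 genes between 12 h and 24 h, 490 between 12 h and 72 h and 482 between 24 h and 72 h. Among the fits to cows 2 to 4, the 12 h to 24 h count moved most upwards with edgeR, to 538 genes, and it was 234 when cow was a fixed term. It fell to between 2 and 14 genes when a cow was left out and to 12 with a constant prior variance. With the libraries of cow 1 added it was 325 in limma, and between 602 and 727 with limma-voom under 3 filters on low values chosen after the data were seen. The genes changed at 12 h had a median change of 1.34 on the log2 scale at 12 h, and of 0.12 in the same direction at 72 h. Because both changes are measured against the same 0 h libraries, a change at 72 h is not centred on 0 even for genes that have fully returned, and simulations with no change at 72 h gave a mean of 0.12. For the genes changed at 24 h the median at 72 h was 0.073, below the 0.098 to 0.17 of simulations in which genes varied independently and within the -0.0175 to 0.276 of simulations that kept the correlation between genes. ENSBTAG00000015940, one of the genes with the largest rises at 24 h, was 3.95 higher at 72 h than at 0 h on the log2 scale (standard error 0.84, adjusted p = 0.494 in limma) and was higher in 3 of 3 cows. Over the alternatives its adjusted p at 72 h ranged from 1.014e-90 with edgeR to 0.717 with limma-voom, and it was 1.621e-05 with cow as a fixed term. The edgeR value is far smaller than the spread between 3 cows can support. A different gene, with 1 of the 5 largest rises at both 12 h and 24 h, went below its level at 0 h, with a log2 fold change of -2.09 at 72 h (standard error 0.42, adjusted p = 0.494 in limma). It was lower in 3 of 3 cows, at 12.7 ± 5.59 normalized counts (SD, n = 3 cows) at 0 h and 2.74 ± 1.65 at 72 h, and passed the threshold in 2 of the 20 settings run, against 5 for ENSBTAG00000015940. Its log2 ratio of 72 h to 0 h was -1.47 in cow 2, -1.15 in cow 3 and -3.67 in cow 4. The fall was thus largest in cow 4, which held 5 reads of the gene at 72 h. From the absence of differentially expressed genes at 72 h, the paper concludes that the mammary gland transcriptome was completely restored by 72 h after DEX.

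**Figure D2:**
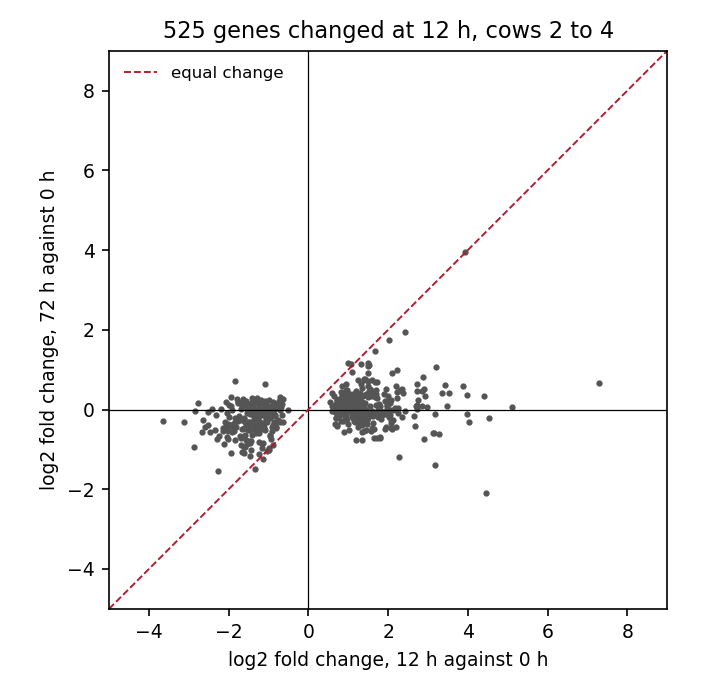
Log2 fold change of the 525 genes changed at 12 h, at 12 h against 0 h (horizontal axis) and at 72 h against 0 h (vertical axis), in cows 2 to 4, where each point is a gene and the dashed line marks an equal change at both time points. Changes ran from -3.65 to 7.29 at 12 h and from -2.09 to 3.95 at 72 h, and the point on the dashed line at 3.95 is ENSBTAG00000015940. The genes at -3.65 (ENSBTAG00000017328) and 7.29 (ENSBTAG00000009870) had few reads at 12 h and at 0 h respectively. Their fitted changes therefore move with the pseudocount.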

**TABLE 1:** Pairwise comparisons for differential gene expression in response to DEX. *Adjusted *p* <0.05, *n* = 3 cows.

Comparison (hours)	Number of genes*
0 v 12	519
0 v 24	320
0 v 72	0
12 v 24	99
12 v 72	519
24 v 72	516

**FIGURE 4:**
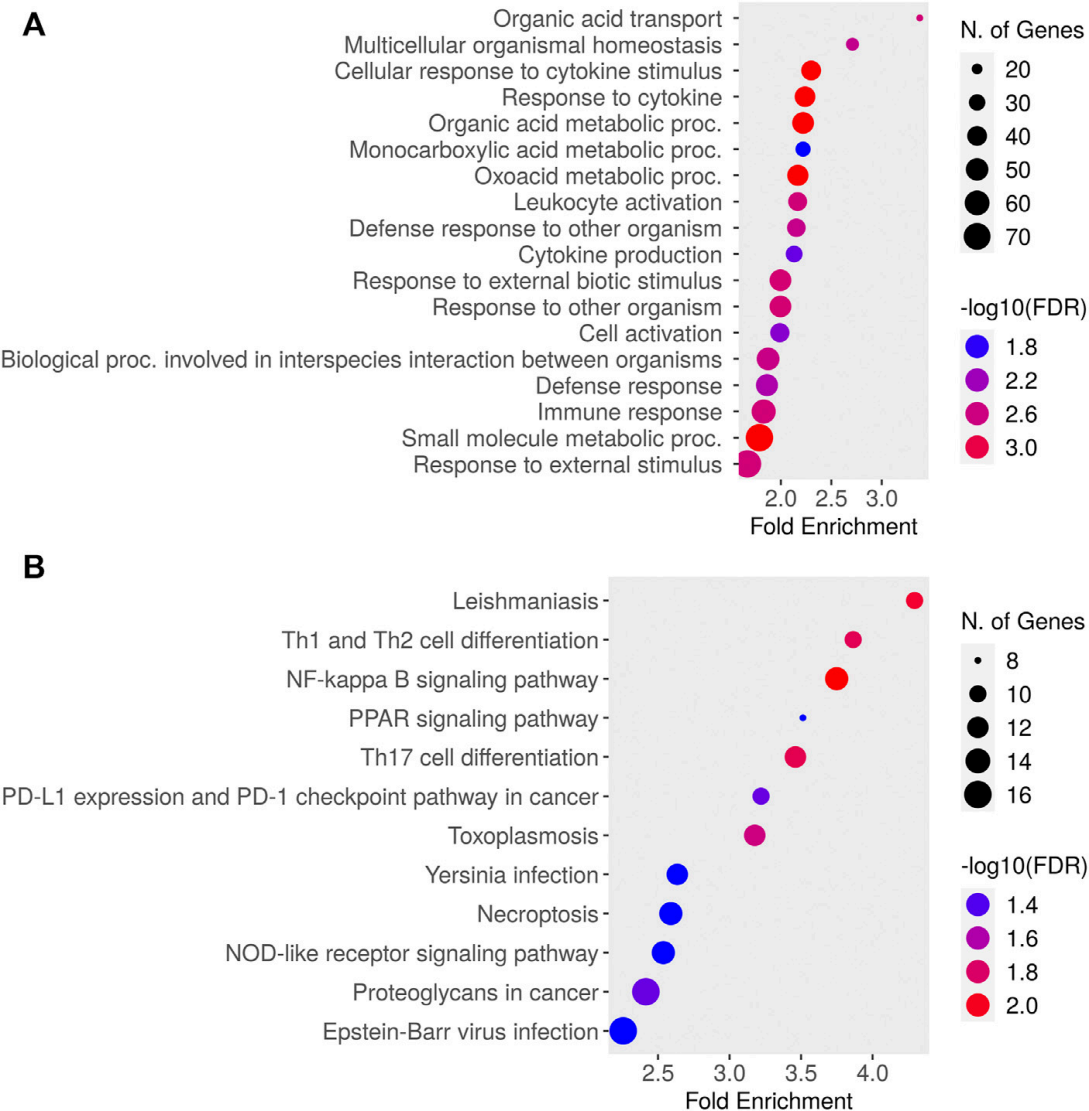
Dotplot of **(A)** Gene Ontology (GO) Biological Processes and **(B)** Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways enriched for genes differentially expressed in the lactating udder at 12 h post dexamethasone.

**FIGURE 5:**
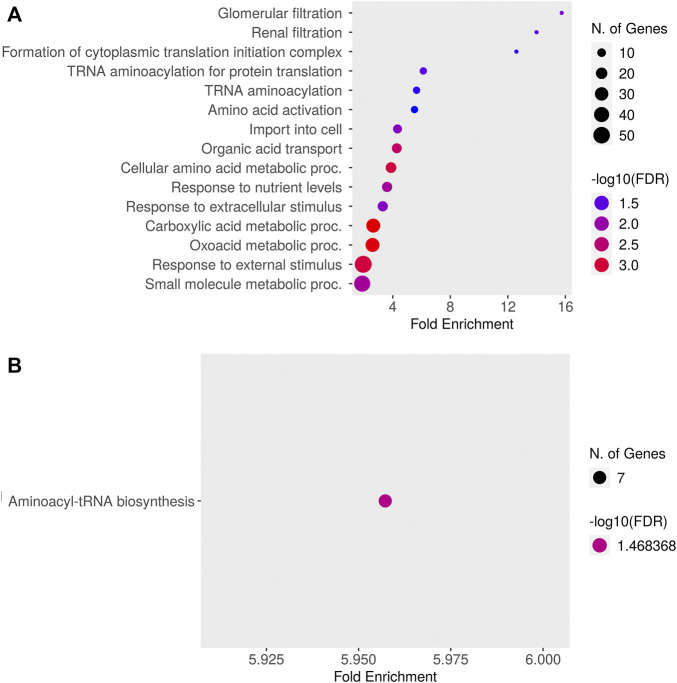
Dotplot of **(A)** Gene Ontology (GO) Biological Processes and **(B)** Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways enriched for genes differentially expressed in the lactating udder at 24 h post dexamethasone.

Regression analysis across the entire study period identified seven genes (RDH12, TUBA1B, AZGP1, CEP57L1, SESN1, EPHX2, and TMEM35B) having an expression profile that associated with the change in milk yield (adjusted *p* <0.05). By contrast, no genes had an expression profile across time that associated with the change in milk fat or lactose content. 

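The gene listed as ENSBTAG00000047609 had 120.2 ± 60.7 normalized counts (SD, n = 3 cows) at 0 h, 62.1 ± 32.8 at 12 h, 84.5 ± 41.5 at 24 h and 119 ± 70.7 at 72 h, from between 92 and 1194 reads per library. Its log2 fold change was -0.95 at 12 h (standard error 0.52, adjusted p = 0.413 in limma) and -0.49 at 24 h (adjusted p = 0.747 in limma), and it was lower than at 0 h in 3 of 3 cows at both time points. The 3 cows ranged from 53.3 to 172 normalized counts at 0 h. With cow as a fixed term, the adjusted p in limma at 12 h was 0.00175, and over the alternatives it ranged from 1.818e-05 to 0.695. Cow 1 had 417 normalized counts at 0 h, 104 at 12 h and 115 at 24 h, and with its libraries added the log2 fold change at 12 h was -1.21 (adjusted p = 0.212 in limma). Milk composition was not used here, so the association with milk fat was not computed.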

After adjusting for gene expression changes attributable to altered milk yield, the expression of one gene (ENSBTAG00000047609) retained a negative association with the change in milk fat content over time (adjusted *p* <0.05).

We next defined changes in the expression of individual genes specifically at 12 and 24 h after DEX. 

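Of the 525 genes changed at 12 h in cows 2 to 4, 307 (58.48%) were higher and 218 were lower than at 0 h. This excess of higher genes depends on the processing. The share was 50.78% after quantile normalization, and with DESeq2 296 genes were higher and 296 lower. In settings chosen after the data were seen, 258 were higher and 274 lower with library totals taken without the 20 most abundant genes, which move all genes of a library alike, and 268 were higher and 303 lower with limma-voom on genes with a highest value of at least 4. On the log2 scale used for the test, the largest rise among genes with a mean of at least 4 normalized counts was that of ENSBTAG00000009870, from 0.1 ± 0.17 normalized counts (SD, n = 3 cows) at 0 h to 118 ± 96.5 at 12 h and 18 ± 6.7 at 24 h. It had at most 1 read in any library at 0 h, so it was at least 68.15-fold higher at 12 h and at least 10.35-fold higher at 24 h, taking 3 reads as the limit of detection. The mean at 12 h rests most on cow 3, with 224 normalized counts against 35.2 in cow 2 and 95.6 in cow 4, and without cow 3 the rise at 12 h was at least 37.67-fold. The limit is that of the shallow 0 h library of cow 4, which held no read of the gene. Without cow 4 the rise was at least 143.8-fold at 12 h and at least 19.57-fold at 24 h. Without cow 3 the rise at 24 h was at least 8.53-fold. The adjusted p of ENSBTAG00000009870 in limma was 7.542e-08 at 12 h, and the gene was higher in 4 of 4 cows when cow 1 was included. The largest fall on the same scale was that of ENSBTAG00000017328, from 10.8 ± 5.12 normalized counts (SD, n = 3 cows) at 0 h to 0.35 ± 0.13 at 12 h, where no library held more than 2 reads, with an adjusted p of 2.928e-04 in limma. With so few reads at 12 h, no size is given for this fall. With a pseudocount of 2, and among genes with a mean of at least 10 normalized counts, another gene had the largest fall. Of the genes changed at 12 h, 181 also passed the threshold at 24 h, 179 of them in the same direction, and 344 passed it at 12 h only. Missing the threshold at 24 h does not by itself show that a gene had returned. Of all 525 genes, the 181 included, 93.9% moved in the same direction at 24 h. The shared 0 h libraries alone gave a share of at most 82.57% in simulations that kept the correlation between genes. In simulations in which nothing changed at 24 h, the shared 0 h libraries alone gave at most 3 genes changed at both time points, or at most 6 when the correlation between genes was kept.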

After 12 h, 519 genes were differentially expressed compared to time 0. The top ten most significant biological process ontologies (Table 2) were “immune system process”, “actin cytoskeleton reorganization”, “positive regulation of fat cell differentiation”, “negative regulation of protein kinase activity”, “heart contraction”, “cGMP-mediated signaling”, “female gonad development”, “cellular response to cAMP”, “response to bacterium”, and “response to drug”. By 24 h after DEX, the expression of 320 genes had changed, where the top ten biological process ontologies were “translation”, “cytoplasmic translation”, “formation of cytoplasmic translation initiation complex”, “intrinsic apoptotic signaling pathway in response to DNA damage by p53 class mediator”, and “response to oxidative stress”. Of the 204 genes having upregulated expression at 24 h after DEX, 136 were functionally annotated in the DAVID database. 

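At 24 h, 207 genes were higher and 105 were lower than at 0 h in cows 2 to 4 at an adjusted p under 0.05 in limma. The share of higher genes was 66.35%, and it was 63.64% after median-ratio scaling, 56.47% after quantile normalization and 57.25% with the libraries of cow 1 added in limma. With those libraries in limma-voom, 349 genes were higher and 350 lower among genes with a highest value of at least 4, a filter chosen after the data were seen. When libraries were instead scaled by their totals without the 20 most abundant genes, a setting chosen after the data were seen, 135 genes were higher and 188 were lower, and the median gene shifted by -0.106 on the log2 scale against 0.0461 with the authors' normalization. The largest rise, on the log2(normalized count + 0.5) scale and among genes with a mean of at least 4 normalized counts, was that of ENSBTAG00000015940. It had 37.7 ± 15.2 normalized counts (SD, n = 3 cows) at 0 h and 1904 ± 1395 at 24 h, a log2 fold change of 5.25 (standard error 0.84, adjusted p = 0.00173 in limma). It was higher in 4 of 4 cows when cow 1 was included. Over the alternatives its adjusted p ranged from 1.49e-146 with edgeR to 0.117 with limma without cow 3. The edgeR value does not measure the spread between cows. The log2 ratios of 24 h to 0 h were 5.84, 5.97 and 3.95 in cows 2, 3 and 4, too uneven for so small a value. The ranking depends on the scale, because ENSBTAG00000009870 was almost absent at 0 h and its fitted change moves with the pseudocount. The log2 fold change of ENSBTAG00000009870 was 4.91 here, but it exceeded that of ENSBTAG00000015940 with a pseudocount of 0.1 (6.76 against 5.27), limma-voom (6.20 against 5.25, but with an adjusted p of 0.0869, not past the threshold), edgeR (7.12 against 5.43), DESeq2 (7.17 against 5.19) and without cow 2 (5.10 against 4.96), and both were 4.93 with the libraries of cow 1 added. ENSBTAG00000017328 also had the largest fall at 24 h on this scale, with a log2 fold change of -3.26 (standard error 0.51, adjusted p = 0.00142 in limma). With 0, 3 and 7 reads at 24 h in cows 2, 3 and 4, the size of this fall is not well determined. The log2 fold change was -4.27 with a pseudocount of 0.1 and -2.15 with a pseudocount of 2. The gene was lower in 4 of 4 cows when cow 1 was included. Its adjusted p in limma at 24 h was 0.0963 without cow 2 and 0.053 without cow 3, where other genes had the largest fall past the threshold (-2.36 without cow 2, against -2.33). Another gene also had the largest fall among genes with a mean of at least 10 normalized counts, with a log2 fold change of -2.32. Over the alternatives in which ENSBTAG00000017328 was tested, the lowest adjusted p was 2.871e-15.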

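The gene listed as ENSBTAG00000047136 had 180.2 ± 16.2 normalized counts (SD, n = 3 cows) at 0 h, 214 ± 7.82 at 12 h, 269 ± 44.2 at 24 h and 186 ± 1.52 at 72 h, from between 338 and 1742 reads per library. Its log2 fold change at 24 h was 0.57 (standard error 0.14, adjusted p = 0.0441 in limma), and it was higher in 3 of 3 cows. In cow 1 it was lower at 24 h, with 169.7 normalized counts against 187 at 0 h. With the libraries of cow 1 added, the log2 fold change was 0.39 (adjusted p = 0.175 in limma), and after quantile normalization it was 0.25 (adjusted p = 0.378 in limma). Over the alternatives, the adjusted p ranged from 0.00589 to 0.378, and it was under 0.05 in 11 alternatives and above it in 8, including each fit that left out a cow. The other genes of these ontologies are named in the paper by symbol, and the file does not pair symbols with its identifiers, so they were not analysed here.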

Of note among these, the expression of twenty unique genes was significantly upregulated (FDR<0.05) and belonged to three biological process ontologies: translation (RPL34, RPS27, RPS13, RPS2, EEF2, RPL13A, ENSBTAG00000047136, RPL5, MRPL10, RPL23A, RPL23, RPL24, RPL13, SLC25A3, and RPL30), translational initiation (EIF2S3, EIF3E, EIF3D, EIF3H, EIF3F, and EIF1), and formation of translation preinitiation complex (EIF2S3, EIF3E, EIF3D, EIF3H, and EIF3F).

**TABLE 2:** The top ten most significant biological process ontologies for genes that were upregulated or downregulated in response to DEX.

Name	Count	Up	Down
Response to bacterium	8	CAV1, COLEC12, IRAK1, TICAM2, LPO	CFD, MPEG1, TLR4
immune system process	36	TSPAN6, B4GALT1, CAV1, HSP90AB1, CD46, IMPDH2, CNOT7, COLEC12, STAT3, IRAK1, DDIT4, TICAM2, PHB, MPP1, LPO, GCNT1, FST, PTX3, SNX10	VAV1, TLR3, BLA-DQB, TMEM106A, ALOX15, PSMB9, ENPP3, CD320, LGALS9, CASP4, CFD, LGALS1, SOD1, AQP3, MSN, PSMB10, TLR4
actin cytoskeleton reorganization	1	—	PDLIM4
positive regulation of fat cell differentiation	1	—	MEDAG
negative regulation of protein kinase activity	7	CAV1, HMGCR, DNAJA1, GSKIP	FABP4, TRIB2, WARS1
heart contraction	3	SNTA1, CAV1	SOD1
cGMP-mediated signaling	1	PDE2A	—
female gonad development	2	FST	SOD1
cellular response to cAMP	1	FDX1	—
response to drug	4	—	FBP1, SOD1, PDE2A, SLC1A3

### Effect of DEX on expression of candidate genes/pathways within the mammary gland

Given the established global effects of GC on gene expression (Ratman et al., 2013), we further examined the effect of DEX on candidate GC targets in the mammary glands including the local inflammasome (Rhen and Cidlowski, 2005), blood flow (Kerachian et al., 2009; Ozmen et al., 2017), and the integrity of tight junctions between the mammary epithelium (Stelwagen et al., 1998; Stelwagen et al., 1999). Within the category “response to corticosteroid” there was 10 and 5 genes having expression that was downregulated at 12 and 24 h, respectively, while 12 and 8 genes had upregulated expression at 12 and 24 h, respectively (Figure 6). Within the category “inflammation” there was 29 and 9 genes downregulated at 12 and 24 h after DEX, respectively, and 12 and 11 genes having expression that was upregulated at 12 and 24 h (Figure 7). Data for the omitted cow are presented in Supplementary Figure S4. As noted previously, there were no signs of mastitis for any of the cows during the experimental period.

**FIGURE 6:**
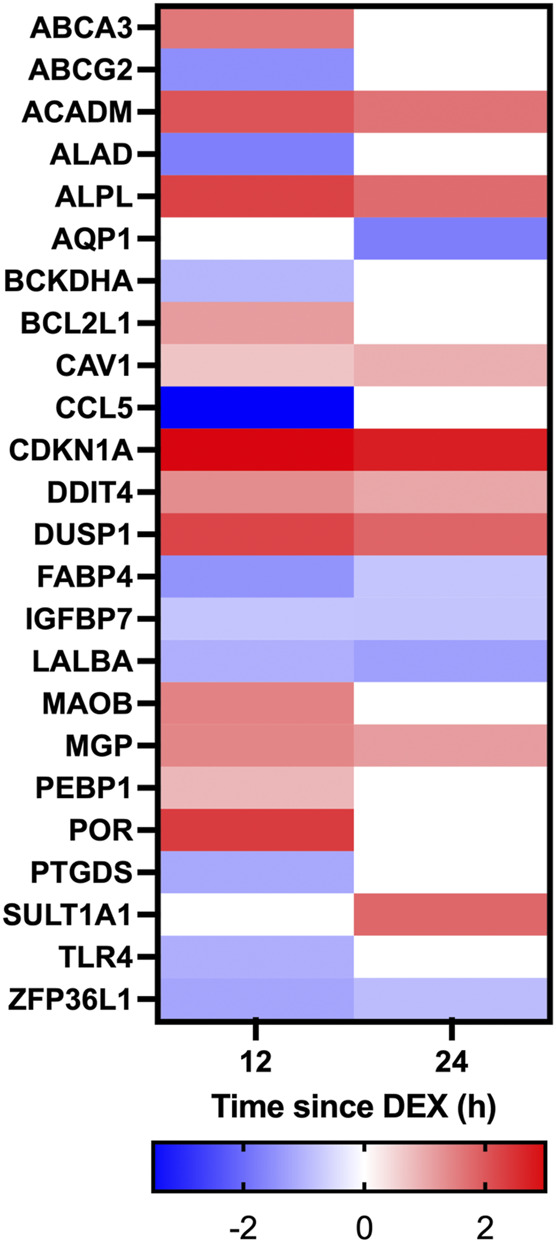
Heatmap depicting changes in differential gene expression in response to dexamethasone (DEX) for genes categorized under the gene ontology term “Response to corticosteroid”. Only genes with a significant (adjusted *p*-value <0.05) change in expression for either 12 v 0 h (h), or 24 v 0 h, and a log fold change between −2 and 2 in response to DEX are shown. Gene expression data is for *n* = 3 cows.

**FIGURE 7:**
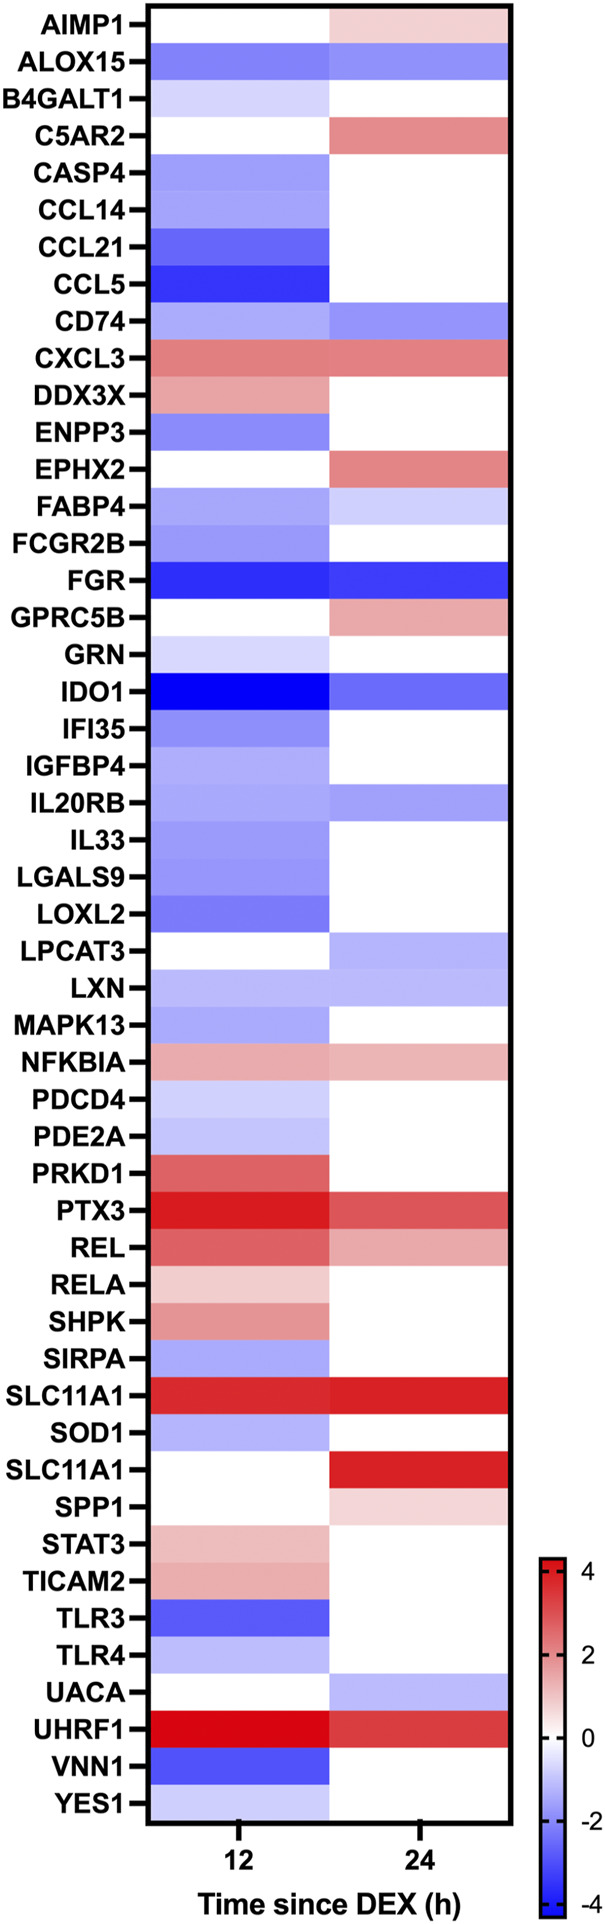
Heatmap depicting changes in differential gene expression in response to dexamethasone (DEX) for genes categorized under the gene ontology term “Inflammation.” Only genes having a significant (adjusted *p*-value < .05) change in expression for either 12 v 0 h (h) or 24 v 0 h, and a log fold change between −4 and 4 in response to DEX are shown. Gene expression data is for *n* = 3 cows.

Several genes categorized under “blood vessel diameter maintenance” were differentially regulated in response to DEX, including three that were downregulated (ADD3, FGG, and SOD1) and 5 that were upregulated (CAV1, CBS, HMGCR, KCNMB4, KCNMB4, and SNTA1) at 12 h post-DEX, of which three genes (CAV1, KCNMB4, and SNTA1) remained upregulated at 24 h. Among genes defined by the GO term “tight junction”, two were downregulated (CLDN15, ESAM) and 3 were upregulated (USP53, C1QTNF5, and YBX3) at 12 h post-DEX, while only two genes (DLG3 and YBX3) were upregulated by 24 h post-DEX, where the expression of YBX3 was upregulated at both time points.

### Effect of DEX on genes in the lactose synthesis pathway

A cohort of genes involved in the lactose synthesis pathway was among those that were differentially expressed at 12 and 24 h post-DEX (Figure 8). Specifically, *AQP3, GALE,* and *LALBA* were all downregulated at 12 h (adjusted *p* <0.05; Figures 8A,C,H), while the expression of *UGP2* was upregulated at 12 h (adjusted *p* <0 .05). The expression of *LALBA* continued to be suppressed at 24 h post-DEX, while *UGP2* expression remained elevated (adjusted *p* <0.05; Figure 8H,L). The expression of other genes associated with the lactose synthesis pathway including *B4GALT1, GAPDH, GALT, GK, HK1, PGM1, SLC2A1,* and *SLC35A2* was unaffected by DEX, where some genes showed numerical changes in expression that may have been statistically underpowered due to omission of the fourth cow (Figure 8B,D–G,I–K, and Supplemental Data Sheet S1, Supplementary Figure S5). Of note, the expression of another major milk protein, *CSN2* was unchanged in response to DEX (data not shown).

**FIGURE 8:**
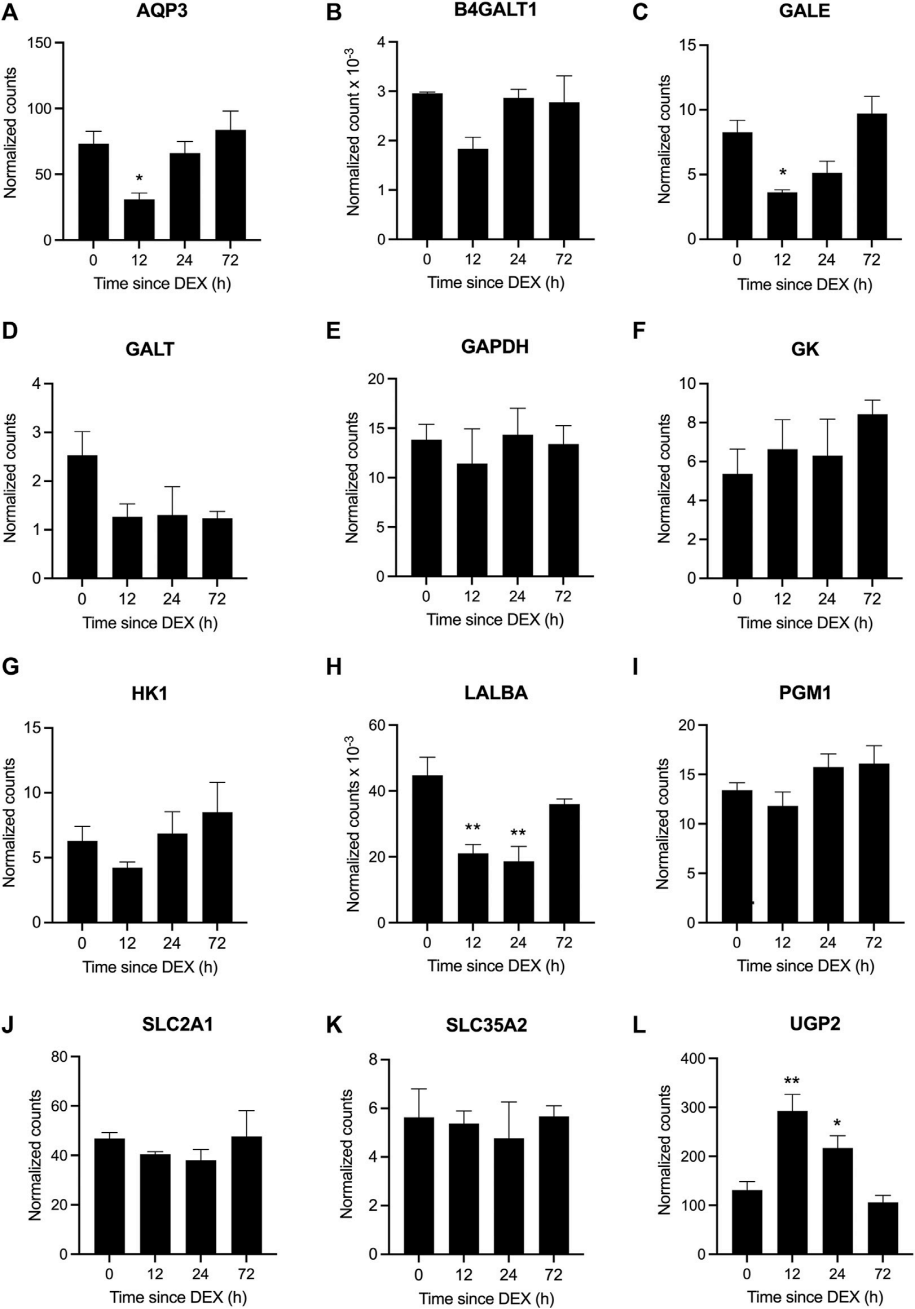
Differential gene expression in response to dexamethasone (DEX) for genes in the lactose synthesis pathway. Data represent mean ± SEM (n = 3 cows) for the genes **(A)** aquaporin 3, AQP3, **(B)** beta-1,4-galactosyltransferase 1, B4GALT1, **(C)** UDP-galactose-4-epimerase, GALE, **(D)** galactose-1-phosphate uridylyltransferase, GALT, **(E)** glyceraldehyde-3-phosphate dehydrogenase, GAPDH, **(F)** glycerol kinase, GK, **(G)** hexokinase 1, HK, **(H)** lactalbumin alpha, LALBA, **(I)** phosphoglucomutase 1, PGM1, **(J)** solute carrier family 2 member 1, SLC2A1, **(K)** solute carrier family 35 member A2, SLC35A2, and **(L)** UDP-glucose pyrophosphorylase 2, UGP2. *P <0.05 and **P <0.01 versus time = 0 hours (h).

### Predicted upstream regulators

Not surprisingly, several GC were among the top upstream regulators identified using the Drug Signatures Database in Enrichr, where flumetasone, diflorasone and fluorometholone were the top 3 predicted upstream regulators for the lists of differentially-expressed genes at 12 and 24 h post-DEX. Indolo [3,2-b]carbazole, mastinib (AB1010), and etynodiol HL60 were the top three predicted upstream regulators for genes having downregulated expression at 12 h, while valrubicin, fenbendazole, and ofloxacin were the predicted upstream regulators for genes with downregulated expression at 24 h.

## Discussion

Here we investigated the effect of elevated systemic GC, as occurs during various states of stress, on milk synthesis and gene expression by the mammary glands of dairy cows. Consistent with earlier reports (Hartmann and Kronfeld, 1973; Shamay et al., 2000b), a single, high dose of DEX administered to multiparous cows transiently suppressed the yield and lactose content of milk, and increased its protein content, without negatively affecting its concentration of fat. Lactose synthesis returned to baseline levels by 36 h post-DEX, after a nadir at 24 h, alongside the transitional normalization of milk yield, composition, and the expression of *LALBA* and *B4GALT1*, concomitant with the restoration of euglycemia. Our transcriptomic analysis highlighted that DEX downregulated several aspects of lactose synthesis and function in the mammary epithelium, spanning from precursor uptake and hexose metabolism through to lactose synthesis, in a time-dependent manner. This suppression of lactose synthesis is in keeping with its recognized and critical role as the major osmole in milk (Sadovnikova et al., 2021a). These changes were also accompanied by a marked reduction in water secretion, where water transporters in the mammary glands localize to the capillary endothelium (AQP1) or mammary epithelium (AQP3), although limited data exist for how their expression is regulated in the mammary gland (Mobasheri and Barrett-Jolley, 2014).

Central to the reduction in lactose output was the downregulation of gene expression for several components of the lactose synthase complex (LSC) within 12 h post-DEX, including for the essential modifier protein, LALBA, which remained suppressed out to 24 h. At the same time, expression of *B4GALT1*, the enzymatic component of the LSC, was suppressed at 12 h, but was then restored by 24 h. By contrast, gene expression for another major milk protein, *CSN2*, was unchanged following DEX exposure. This acute and specific suppression of LSC activity in response to elevated GC aligns with the differential regulation of milk protein gene expression across a range of GC concentrations in rodent mammary tissue *ex vivo/in vitro* (Sadovnikova et al., 2021b). Specifically, the expression of LALBA *ex vivo/in vitro* is stimulated by low, relatively-physiological concentrations of GC, whereas high concentrations are suppressive (Ono and Oka, 1980; Nagamatsu and Oka, 1983). By contrast, the positive effect of GC on gene expression for milk proteins such as CSN2 and whey acidic protein was distinctly sigmoidal and monotonic across a range of GC concentrations (Ono and Oka, 1980; Nagamatsu and Oka, 1983). We should highlight that these reductions in *LALBA* and *B4GALT1* expression and overall lactose synthesis coincided with evidence for other coordinated changes implicated in precursor transport and hexose metabolism (Sadovnikova et al., 2021a), despite not always reaching statistical significance due to the challenged sample size within this study. For example, there were indications for reduced abundance of *GLUT1* (*SLC2A1*) at both 12 and 24 h in keeping with its established role during glucose uptake (Zhao, 2014). Likewise, the downregulated expression of *AQP3* not only aligns with its role as a water transporter but also for transporting glycerol (Hara-Chikuma and Verkman, 2006), which may have led to a reduction in its availability as an alternative precursor for galactose synthesis (Sadovnikova et al., 2021a). Similarly, a non-significant decline in *HK1* expression at 12 h post-DEX coincided with the anticipated reduction in glucose uptake and demand, where hexokinase activity controls 80% of glucose being metabolized for lactose synthesis (Xiao and Cant, 2005). At the same time, transient downregulation of *GALE* at 12 (and non-significantly at 24 h) would have reduced the accumulation of UDP-galactose being provided for lactose synthesis, thereby accumulating glucose-1-phosphate. The increased and sustained expression of *UGP2* at 12 and 24 h post-DEX would have then potentially rerouted this excess glucose-1-phosphate to UDP-glucose for alternative metabolism, such as toward glycogen synthesis. Indeed, Emerman et al. (1980) proposed that glycogen accumulation was an important shunt during lactogenesis in the absence of maximal lactose synthesis, and that stored glycogen could be recycled for lactose synthesis during its subsequent activation around parturition. Combined, these data point to a mechanism whereby elevated GC activates the rapid and targeted downregulation of lactose synthesis in the mammary glands across multiple steps, beginning at the level of gene expression, thereby affording a reversible and rapid glucose-sparing benefit to the female as would be physiologically-warranted during an acute, stressful event. This mechanism of glucose diversion away from the mammary glands to realize the transient suppression of milk yield and lactose output, alongside increased/stable fat and protein content, was similarly evident during insulin-induced hypoglycemia (Rook et al., 1965). Indeed, diverting glucose away from the mammary glands results in the rapid cessation of milk synthesis, as occurred in perfused udders (Hardwick et al., 1963). These examples substantiate how the glucose-sparing effect of acute DEX, as documented by others (Kronfeld and Hartmann, 1973; Shamay et al., 2000b), underlies its therapeutic benefit when administered to ketotic dairy cows (Gordon et al., 2013).

The complete reversal of milk production, composition and the mammary transcriptome after DEX highlights the plasticity of the mammary epithelium and lactose synthesis in response to elevated GC. These changes mirror those recorded during several examples of the transient reversal of milk production loss following exposure to a range of stressors including elevated temperature (Collier et al., 2017; Becker et al., 2020), conversion to once-daily milking (Littlejohn et al., 2010), and after the systemic response to mastitis (Shuster et al., 1991). On this last front, our data contribute toward an understanding of the negative systemic regulation of milk synthesis during mastitis. As reviewed by Shangraw and Mcfadden. (2022), an informative model for addressing this question has been the local challenge of one mammary quarter with lipopolysaccharide (LPS) to induce transient hypogalactia in adjacent glands, alongside altered milk composition, reduced lactose output, hyperglycemia and increased circulating GC. In reviewing the mechanisms involved as well as their own data, Shangraw and Mcfadden. (2022) suggested that either inflammatory cytokines derived from the LPS-treated gland, or circulating GC that are elevated in response to either intramammary or intravenous LPS exposure, are the likely mediators underlying this hypogalactia. A comparison of the differentially-expressed gene sets among our data with those of Shangraw et al. (2021) revealed several notable similarities. Of the 14 genes that were differentially expressed (upregulated) in the untreated glands at 3 h after adjacent intramammary LPS (Shangraw et al., 2021), 5 were also upregulated at 12 h post-DEX (*ARRDC2, RGS1, CDKN1A, NFKBIA, and PTX3*; adj *p* <0 .05), where all these genes have been described as sharing anti-inflammatory properties. Shangraw et al. (2021) also identified that *AQP1* expression was downregulated during LPS-induced hypogalactia, where we recorded that *AQP1* was downregulated at 12 h (albeit adj *p* = 0.11), and moreso at 24 h (adj *p* = 0.014), in keeping with a likelihood that its expression changed after the reduction in lactose synthesis. Along similar lines, Littlejohn et al. (2010) found that transcriptomic changes within the udder following its transition to once-daily milking, alongside a reduction in milk yield, LALBA and lactose synthesis, mirrored several of those we recorded following DEX. Of note, in both our study and that of Littlejohn et al. (2010) there was increased expression of *RELA* and downregulation of the toll-like receptors (*TLR2* during once-daily milking, and *TLR3* and *TLR4* after DEX). The fact that these types of immune-associated changes occurred in the mammary glands across all 3 studies [(Shangraw et al., 2021) and our present data], absent any pathogenic response, points to GC-induced activation of local mediators as being a likely mechanism at play during various stress responses. In turn, the systemic increase in GC during states such as mastitis would serve to acutely suppress glucose uptake by all quarters, thereby prioritizing the availability of glucose for the immune system over that for milk production. Certainly the glucose requirements of the immune system are significant, where that of a lactating cow consumes >1 kg during an acute LPS challenge (Kvidera et al., 2017). While there is wide acceptance that the glucose demands in support of a normal lactation are directed by homeorhetic adaptation (Bauman and Currie, 1980), these transcriptomic profiles support the notion that the glucose requirements of an activated immune system trump those of the mammary glands in order to maintain homeostasis (Bradford and Swartz, 2020). We posit that systemic GC levels serve as the central mediator of this balance.

## Conclusion

Our data show that DEX administered to lactating dairy cows leads to the temporary and specific suppression of milk yield and lactose synthesis due to reduced expression of *LALBA* and other lactose synthesis intermediates within the mammary glands. We conclude this response allows the homeorrhetic repartitioning of glucose toward immune activation during physiological stress responses. This work is an important step towards understanding how stress and exogenous GC contribute to transient hypogalactia.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE217369.

# Supplementary material for: Transcriptomic changes underlying glucocorticoid-induced suppression of milk production by dairy cows
**Source:** Front Genet. 2022 Dec 6;13:1072853. doi: 10.3389/fgene.2022.1072853
**Supplement:** Supplementary file 3

Supplementary Table

**Supplementary Table 1.** Nutrient composition of the total mixed ration (dry matter basis)

| Crude protein (%) | 19.1 |
| --- | --- |
| Soluble protein (% of crude protein) | 26 |
| Acid detergent fiber (%) | 19.4 |
| Neutral detergent fiber (%) | 31.5 |
| Lignin (%) | 5.95 |
| Non-NDF carbohydrate (%) | 35.4 |
| Starch (%) | 19.5 |
| Crude fat (%) | 5 |
| Ash (%) | 9.0 |
| Total digestible nutrients (%) | 68.5 |
|  |  |
| Net energy, lactation (Mcal/kg) | 1.61 |

How the deposited data were processed for this re-analysis (not part of the article)

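The data are 15 RNA-seq libraries of mammary tissue from 4 cows, taken at 0, 12, 24 and 72 h after 40 mg of DEX. Cows 2, 3 and 4 have libraries at all 4 time points and cow 1 has 3. Samples were assigned to cow and time point from their labels, and the gland of the udder comes from the paper's methods. The paper reports n = 3 cows and does not number the cow it left out. Cow 1 was taken as that cow because it alone has no 72 h library. All columns of the file were assigned to a sample.

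The authors trimmed the reads with HTStream, aligned them with STAR to the Bos taurus UMD3.1 genome with Ensembl annotation, counted reads per gene and deposited normalized counts, a signal that is CPM multiplied by a scaling factor for each library. The paper's text does not name the scaling method. The deposited totals have a geometric mean of 1000000, and edgeR's TMM method applied to the recovered reads gives factors that differ from the deposited ones by at most 7.99e-09%. The file holds 24616 identifiers, of which 13904 have a read in some library and 13525 have one in cows 2 to 4. It is not filtered on low values. The paper filtered genes at 4 CPM across samples. Here 9694 genes have normalized counts that total at least 4 over the 15 libraries, 6348 reach 4 in some library and 9841 reach 1 in some library. These readings of the filter were tried after the data were seen and were used only in alternatives.

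Reads were recovered by dividing each value by the step of its library, with 100% of values whole. They ranged from 1804120 to 6228132 per library. A gene with no read could have up to 3 reads at this depth, which is 1.737 normalized counts in the shallowest library. Such limits cover counting error only, since reads without molecular identifiers are not independent molecules.

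The test was limma (version 3.58.1, R 4.3.3), with lmFit and eBayes with a trend, on log2(normalized count + 0.5) of the 12 libraries of cows 2 to 4, with time point as the factor and the correlation between libraries of one cow from duplicateCorrelation. Fold changes are on this scale and understate the change of low genes. All 6 pairs of time points were compared, with Benjamini-Hochberg adjustment and a threshold of 0.05. The design written in advance named all genes of the file. Genes at 0 in every library of the fit cannot be tested, so 13525 genes entered. The link between comparisons that share the 0 h libraries was simulated 100 times with genes drawn independently and 100 times with the residuals of whole libraries as the noise, which keeps the correlation between genes. Libraries of one cow come from one animal, so the cow numbers pair the samples. The deviations of libraries of one cow from the time point means correlated in 18 of 18 pairs (median 0.276, lowest 0.149, over 4795 genes), while the consensus correlation in the model was 0.0179. The test was tested on simulated data for 12961 genes with 200 changed at 72 h. These 200 were drawn from genes with a mean of at least 4 normalized counts. The test called 22 of 100 genes changed 2-fold, 92 of 100 changed 4-fold and 8 unchanged genes. These shares depend on how many genes change, through the adjustment.

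There were 16 alternatives set in advance: no block, cow as a fixed term, all 15 libraries, a pairwise fit, pseudocounts of 0.1 and 2, a mean of at least 10 normalized counts, median-ratio scaling, quantile normalization, a constant prior variance, each of 3 cows left out, and limma-voom, edgeR (version 4.0.16) and DESeq2 (version 1.42.0) on the recovered reads, the last pair with cow as a fixed term. Another 4 were chosen after seeing the data: a total of at least 4 normalized counts over the 15 libraries, a highest value of at least 4, reads thinned to the shallowest library, and totals without the 20 most abundant genes. The filter for limma-voom was not set before the data were examined. limma-voom was run under 3 filters, with 12 and with 15 libraries, and the filter on the total was kept as the alternative after those counts had been seen.

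Genes to be named were set by a rule in advance: every gene the paper names, and the 5 largest rises and 5 largest falls at 12 h and at 24 h among genes past the threshold with a mean of at least 4 normalized counts and the same direction in all 3 cows. The file gives Ensembl identifiers without names, and the annotation table used here (assembly ARS-UCD2.0) has no Ensembl identifiers, so 0 identifiers could be matched to a name. Genes were therefore not named from any other source, and only the 2 identifiers printed in the paper and 3 of the genes with the largest changes are given. Lists by symbol, namely lactose synthesis, ribosomal protein and leukocyte marker genes, and the genes of Figures 6, 7 and 8 and Table 2, were not analysed here, nor were milk yield and composition.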

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

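The tests of explanations in this part were chosen after the results were seen. For groups of 4 libraries at 0, 12 and 24 h, 21 groups of values were examined for a library far from the others, and 4 exceeded Dixon's critical value, where chance gives about 1.1.

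At 0 h, cow 1 stood apart in ENSBTAG00000015940, with 256 normalized counts against 24.3 to 54.2 in the other cows (gap over range 0.871), and in the scaling factor the authors applied, 0.7968 (gap over range 0.834). Cow 2 stood apart at 0 h in ENSBTAG00000017328, with 16.7 normalized counts (gap over range 0.935). Cow 3 stood apart at 0 h in ENSBTAG00000009870 (gap over range 1), which rests on 1 read against 0 in the others. No explanation of these was tested.

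The change from 12 h to 24 h was itself tested. In cows 2 to 4, 95 genes differed between these time points in limma, 43 higher and 52 lower at 24 h. Among them was ENSBTAG00000009870, with a log2 fold change of -2.38 from 12 h to 24 h (adjusted p = 0.0298 in limma). In the splits of the 6 libraries, 1 of 10, the real one, gave as many genes, and the most in any other split was 1. A design of 3 against 3 cannot give a smaller share than this. The count is sensitive to the cows, with between 2 and 14 genes when one cow was left out. Time since DEX, the gland sampled and the time of day all differ between these libraries, and cannot be told apart.

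The paper does not analyse the cow it left out, taken here as cow 1, with the others. It shows the data of that cow in its supplement, gene expression included. It also describes many of its physiological measures up to 24 h as similar to those of the other cows. Of the 525 genes changed at 12 h in cows 2 to 4, 496 moved the same way in cow 1 (94.48%), and of the 312 changed at 24 h, 288 did (92.31%). A shift common to all genes of the same abundance does not account for this, because the highest share in 10000 random lists of other genes matched on abundance was 75.05% at 12 h and 71.15% at 24 h. When each cow in turn was set against genes called in the other 3 at 0, 12 and 24 h, the share at 12 h was 94.57% for cow 1, 93.82% for cow 2, 95.8% for cow 3 and 92.61% for cow 4, and at 24 h it was 92.51%, 84.28%, 98.76% and 93.33%. The order of glands sampled was the same in all cows, so a response to DEX and a difference between glands are both open. At 12 h the time of day is open too, because DEX was given in the evening.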

How the results depend on the processing

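Of the counts of genes and the responses of cow 1 under the alternatives, 142 stayed within the limit used, 1.5 times for a count, and 64 did not. There were 16 alternatives set before the data were examined and 4 chosen after seeing the data. Single genes were not followed in the thinned reads, and ENSBTAG00000017328 was not tested with a mean of at least 10 normalized counts; in the other alternatives, the log2 fold change of no named gene reversed at 12 h or 24 h.

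Leaving out one cow lowered the counts. Across the 3 fits, the count was from 168 to 203 genes for 0 v 12 h (106 to 134 higher, 62 to 69 lower), from 78 to 99 for 0 v 24 h (53 to 71 higher, 20 to 28 lower), from 0 to 1 for 0 v 72 h, from 2 to 14 for 12 v 24 h, from 180 to 218 for 12 v 72 h and from 103 to 176 for 24 v 72 h. These fits have fewer samples.

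With edgeR, the counts were 907 for 0 v 12 h (475 higher, 432 lower), 630 for 0 v 24 h (363 higher, 267 lower), 55 for 0 v 72 h, 538 for 12 v 24 h, 928 for 12 v 72 h and 988 for 24 v 72 h. With DESeq2, they were 27 for 0 v 72 h and 315 for 12 v 24 h, with 159 genes lower at 24 h than at 0 h. A constant prior variance gave 154 for 0 v 24 h (103 higher, 51 lower), 12 for 12 v 24 h and 264 for 24 v 72 h. The cause was not tested.

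With all 15 libraries, the counts were 524 for 0 v 24 h (224 lower), 2 for 0 v 72 h and 325 for 12 v 24 h, and 350 genes were lower at 12 h. Pairing was examined with cow as a fixed replicate block, which gave 3 genes for 0 v 72 h and 234 for 12 v 24 h. Named genes were followed under it only in the comparisons with 0 h. There it changed the call of ENSBTAG00000047609 at 12 h (adjusted p = 0.00175 in limma) and of ENSBTAG00000015940 at 72 h (adjusted p = 1.621e-05 in limma), and no other. With no block, 501 genes changed for 0 v 12 h and 280 for 0 v 24 h.

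For 12 v 24 h, the pairwise fit gave 201 genes, a pseudocount of 0.1 gave 143, limma-voom gave 237, a mean of at least 10 normalized counts gave 233 and, chosen after seeing the data, a total of at least 4 gave 188 and a highest value of at least 4 gave 247. The last 4 tested fewer genes. The pairwise fit gave 1 gene for 0 v 72 h. With a mean of at least 10, the response of cow 1 at 12 h was 97.08%. Thinning reads to the shallowest library, chosen after seeing the data, gave a median of 2 genes for 0 v 72 h over 5 draws.

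Scaling by totals without the 20 most abundant genes, also chosen after seeing the data, gave 135 higher and 188 lower genes for 0 v 24 h. It moves all genes of a library alike, so the splits with these totals move by construction; 240 of the 323 genes it called were among the 312. For 24 v 72 h, 32.99% of changed genes were higher at 72 h, against 43.35% with quantile normalization and 59.34% with these totals. For 0 v 12 h the share was 58.48% against 48.5% with these totals, for 12 v 24 h 45.26% against 29.93%, and for 12 v 72 h 39.18% against 52.36%.

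For named genes, 15 results lost the threshold, 8 gained it and 4 reversed, all at 72 h where none was past it: across the fits without a cow, ENSBTAG00000017328 ran from -0.60 to 0.14, ENSBTAG00000047136 from -0.017 to 0.10 and ENSBTAG00000047609 from -0.35 to 0.088, with 0.011 without cow 4. Lists by symbol were not run, under any alternative, because the identifiers could not be paired with symbols.

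In simulation, fewer of the low genes were called. Of genes changed 2-fold, 4 of 53 below the median abundance of the changed genes (12 normalized counts) were called and 18 of 47 above it, and of genes changed 4-fold, 41 of 47 and 51 of 53. The depth was not varied in this simulation. The shallowest library held 1804120 reads.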

Differences from the paper's values

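The paper's numbers of differentially expressed genes in Table 1 are 519 for 0 v 12 h, 320 for 0 v 24 h, 0 for 0 v 72 h, 99 for 12 v 24 h, 519 for 12 v 72 h and 516 for 24 v 72 h. The counts here, 525, 312, 0, 95, 490 and 482, each lie within 1.5 times the paper's, as does the paper's number of genes higher at 24 h, 204, against 207 here. Not all alternatives stay within it. limma-voom on the recovered reads, the pipeline of the paper's methods, was run under 3 filters on low values, all chosen after seeing the values. With a total of at least 4 it gave 530, 349, 0, 237, 634 and 647 genes, with a highest value of at least 4 it gave 571, 366, 0, 315, 673 and 737, and with a highest value of at least 1 it gave 518, 321, 0, 239, 634 and 625. The last lies closest to the paper's counts for 0 v 12 h and 0 v 24 h, and under all 3 filters the count for 12 v 24 h is more than 1.5 times the paper's 99. With the 15 libraries these filters gave from 839 to 858 genes for 0 v 12 h and from 601 to 699 for 0 v 24 h and from 602 to 727 for 12 v 24 h.

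The paper's filter left 10241 genes. Among the readings of that filter tried here, chosen after seeing the values, a total of at least 4 normalized counts over the 15 libraries left 9694 genes, a value of at least 4 in some library left 6348 and a value of at least 1 left 9841.

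The paper states that the transcriptome was completely restored at 72 h. Here ENSBTAG00000015940 was 3.95 higher at 72 h than at 0 h on the log2 scale in cows 2 to 4, not past the threshold in limma (adjusted p = 0.494), and past it with cow as a fixed term, in the pairwise fit, with edgeR, with DESeq2 and without cow 4. A different gene, with 1 of the 5 largest rises at both 12 h and 24 h, was lower at 72 h than at 0 h, with a log2 fold change of -2.09 (adjusted p = 0.494 in limma), and was past the threshold in 2 of the 20 settings run. Its log2 ratio of 72 h to 0 h was -1.47 in cow 2, -1.15 in cow 3 and -3.67 in cow 4.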

Other observations

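Of the tests of explanations, 15 were chosen or written down only after the result was seen, and 1 before it was run, the test of scaling by totals without the 20 most abundant genes.

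In the 12 libraries of cows 2 to 4, the real split was the only 1 of 10 to give as many genes for 0 v 12 h, 0 v 24 h, 12 v 72 h and 24 v 72 h, and the other splits gave 0 genes. Among the 4 splits that separate both libraries of every cow, the others also gave 0. For 0 v 72 h, 10 of 10 splits gave as many as the real one, which gave 0. Splits of 3 against 3 cannot give a share under 0.05. With cow 1 added, 1 of 35 splits, the real one, gave as many genes for 0 v 12 h and for 0 v 24 h. The other splits gave at most 1 gene. The libraries are paired by cow, and only 8 of the 35 splits separate both libraries of every cow. Among these 8 the others gave 0 genes, and 8 splits cannot give a share under 0.05 either.

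The time points were sampled from different glands of the udder. The paper designates the gland of the 0 h biopsy as left rear, that of 12 h as left front and that of 72 h as right rear, and by elimination that of 24 h is right front. The comparison within rear glands, 0 v 72 h, gave 0 genes (931 at an unadjusted p under 0.05, which many genes reach by chance alone). The 4 comparisons of a rear with a front gland gave between 312 and 525. A difference between rear and front glands is a candidate explanation that the design cannot separate from DEX. As the whole cause it would leave no gene changed between 12 h and 24 h, both front glands, where 95 genes changed. For the comparisons with 0 h the gland and DEX cannot be told apart, because no untreated front gland was sampled. The 12 h biopsies also differ from the others in time of day, as DEX was given in the evening.

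More genes changed between 24 h and 72 h (482) than between 0 h and 24 h (312), and the 0 h libraries were shallower. With all 12 libraries thinned to the shallowest, the excess was at least 142 genes in each of 5 draws (median counts 410 and 258), which argues against depth as the whole cause. The size of the excess depends on the fit. It was present under all 20 alternatives, but the counts were 388 and 363 in the pairwise fit, where each comparison has its own estimate of the spread, 600 and 524 with all 15 libraries, and 103 and 78 without cow 2. No biological explanation was tested.

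Genes changed at 12 h moved the same way at 24 h in 93.9% of cases, above the highest share in 100 simulations in which the shared 0 h libraries were the only link, 69.95% with genes independent and 82.57% with the correlation between genes kept. At 72 h the share was 64.95%, within the 62.48% to 70.39% of simulations with no change at 72 h and independent genes and the 43.6% to 84.63% with correlated genes, so it is consistent with the shared libraries alone. The genes changed at 24 h moved the same way at 72 h in 59.62% of cases. This is below the 63.2% to 74.69% with independent genes and within the 47.91% to 84.32% with correlated genes, so a small opposite change at 72 h and the shared libraries alone cannot be told apart for these genes.

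More genes were higher (207) than lower (105) at 24 h. If the share of reads taken by the most abundant genes were the cause, the share of higher genes was to fall to between 45% and 55% with totals taken without the 20 most abundant genes, and otherwise to stay above 55%. It was 41.8%, which is neither outcome. These totals also move all genes of a library alike, and the median gene shifted by -0.106 on the log2 scale against 0.0461 with the authors' normalization, so a lower share follows from the shift itself and the test decides nothing. The explanation remains open.

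ENSBTAG00000015940 was singled out at 72 h after its values were seen. It had 37.7 ± 15.2 normalized counts (SD, n = 3 cows) at 0 h and 696 ± 514 at 72 h (421 without cow 2), and in cow 2, cow 3 and cow 4 the log2 ratio of 72 h to 0 h was 4.51, 4.13 and 3.2. It was called at 72 h in 5 of the 20 settings run, more than any other gene. No explanation was tested, and the gland sampled and persistence after DEX remain open.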
